# Periostin loss-of-function protects mice from post-traumatic and age-related osteoarthritis

**DOI:** 10.1186/s13075-021-02477-z

**Published:** 2021-04-08

**Authors:** Mukundan Attur, Xin Duan, Lei Cai, Tianzhen Han, Weili Zhang, Eric D. Tycksen, Jonathan Samuels, Robert H. Brophy, Steven B. Abramson, Muhammad Farooq Rai

**Keywords:** Periostin, Knee osteoarthritis, Trauma, Aging, MMP-13, RNA-seq

## Abstract

**Background:**

Elevated levels of periostin (Postn) in the cartilage and bone are associated with osteoarthritis (OA). However, it remains unknown whether Postn loss-of-function can delay or prevent the development of OA. In this study, we sought to better understand the role of Postn in OA development and assessed the functional impact of *Postn* deficiency on post-traumatic and age-related OA in mice.

**Methods:**

The effects of *Postn* deficiency were studied in two murine experimental OA models using *Postn*^−/−^ (*n* = 32) and littermate wild-type (*wt*) mice (*n* = 36). Post-traumatic OA was induced by destabilization of the medial meniscus (DMM) in 10-week-old mice (*n* = 20); age-related OA was analyzed in 24-month-old mice (*n* = 13). Cartilage degeneration was assessed histologically using the OARSI scoring system, and synovitis was evaluated by measuring the synovial lining cell layer and the cells density in the synovial stroma. Bone changes were measured by μCT analysis. Serum levels of Postn were determined by ELISA. Expression of Postn and collagenase-3 (MMP-13) was measured by immunostaining. RNA-seq was performed on chondrocytes isolated from 21-day old *Postn*^−/−^ (*n* = 3) and *wt* mice (*n* = 3) to discover genes and pathways altered by *Postn* knockout.

**Results:**

*Postn*^−/−^ mice exhibited significantly reduced cartilage degeneration and OARSI score relative to *wt* mice in post-traumatic OA after 8 weeks (maximum: 2.37 ± 0.74 vs. 4.00 ± 1.20, *P* = 0.011; summed: 9.31 ± 2.52 vs. 21.44 ± 6.01, *P* = 0.0002) and spontaneous OA (maximum: 1.93 ± 0.45 vs. 3.58 ± 1.16, *P* = 0.014; summed: 6.14 ± 1.57 vs. 11.50 ± 3.02, *P* = 0.003). Synovitis was significantly lower in *Postn*^−/−^ mice than *wt* only in the DMM model (1.88 ± 1.01 vs. 3.17 ± 0.63; *P* = 0.039). *Postn*^−/−^ mice also showed lower trabecular bone parameters such as BV/TV, vBMD, Tb.Th, and Tb.N and high Tb. Sp in both models. *Postn*^−/−^ mice had negligible levels of serum Postn compared with *wt*. Immunofluorescent studies of cartilage indicated that *Postn*^−/−^ mice expressed lower MMP-13 levels than *wt *mice. RNA-seq revealed that cell-cell-adhesion and cell-differentiation processes were enriched in *Postn*^*−/−*^ mice, while those related to cell-cycle and DNA-repair were enriched in *wt* mice.

**Conclusions:**

*Postn* deficiency protects against DMM-induced post-traumatic and age-related spontaneous OA. RNA-seq findings warrant further investigations to better understand the mechanistic role of Postn and its potential as a therapeutic target in OA.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13075-021-02477-z.

## Introduction

Osteoarthritis (OA) is a clinical syndrome that affects more than 50 million people in the USA, with $185 billion in annual socioeconomic costs [1, 2]. Currently, there are no proven treatments to delay, let alone prevent, the progression of OA. Thus, a treatment that slows or halts disease progression before end-stage joint failure and arthroplasty is sorely needed. OA is recognized as a whole joint disease that affects all tissues (bone, cartilage, synovium, meniscus, and ligaments) [3, 4], although cartilage degeneration is considered the hallmark of end-stage disease [5]. Despite advances in preclinical studies, the pathways controlling early cartilage degeneration and new bone formation in OA remain unknown. Therefore, a critical issue in OA treatment is discovering early OA mediators, particularly elucidating the underlying intracellular signal transduction pathways, which affects multiple tissues in the joints.

Emerging evidence indicates periostin (Postn) is upregulated in patients with OA [6–9] and has been identified as a gene of interest in articular cartilage [10–12]. Postn is a vitamin K-dependent and glutamate-containing matricellular protein [13]. Postn, a member of the fasciclin family of proteins, was originally called osteoblast-specific factor 2 [14]. First identified in murine osteoblasts, it is also found in the periosteum [15]. Postn plays key roles in health and disease across various disciplines such as osteology and oncology [16–20]. It also plays a role in the repair mechanism of many connective tissues and organs such as the periodontal tissue, heart, and lungs [15, 16, 20–23]. Postn is considered important for its role in maintaining tissue integrity. In the bone, Postn is predominantly expressed in the periosteum and considered a key extracellular matrix (ECM) protein needed in health and healing. For instance, loss of Postn influences the propensity to fatigue fractures in mice [24], and Postn-deficient periosteum cannot reconstitute stem cells after injury [25]. Despite this evidence for the importance of Postn, it also has an adverse role in various inflammatory settings [26–28].

We have shown that expression of Postn is induced following joint trauma such as destabilization of the medial meniscus (DMM) or anterior cruciate ligament transection/partial medial meniscectomy and leads to development and progression of OA [12, 22]. Recently, our data confirmed that the Postn expression increases significantly in mouse and human cartilage and osteophytes during OA progression. Immune-localization studies further revealed that Postn was present in the cartilage ECM [10, 12, 22]. Emerging evidence supports the involvement of Postn in Wnt signaling activation and MMP-13 expression. Postn-induced MMP-13 expression was also inhibited by CCT031374 hydrobromide, an inhibitor of the canonical Wnt/β-catenin signaling pathway [12]. These findings suggest a catabolic role for Postn in promoting cartilage degeneration in OA by upregulating MMP-13 in response to injury.

In the present study, we hypothesize that genetic Postn loss-of-function in mice would protect against cartilage degeneration, synovitis, and bone changes secondary to aging and knee injury. To test this hypothesis, we assessed cartilage degeneration, synovial pathology, and bone morphometric parameters in two animal models. One consisting of 24-month-old mice with spontaneous OA and one with surgically induced OA model in 10-week-old mice. Postn knockout mice were compared to wild-type (*wt*) in both cohorts. We also performed RNA-seq on chondrocytes isolated from both *Postn*^−/−^ and *wt* mice in a pursuit to identify genes and pathways altered following *Postn* knockout.

## Methods

### Animals

In this study, we used homozygous mutant *Postn*^*tm1Jmol*^/J (*Postn*^*−/−*^*;* Stock No. 009067) mice on a B6129SF2/J (*wt;* Stock No. 101045) background. *Postn*^*−/−*^ and *wt* mice were obtained from The Jackson Laboratories (Bar Harbor, ME). Post-traumatic OA studies were performed at Washington University (St. Louis, MO), and aging studies were conducted at New York University Grossman School of Medicine (New York, NY). *Postn*^*−/−*^ mice were obtained by crossing heterozygous mice, and littermate mice from the same breeding were used for all experiments. All mice were kept and bred at the study institutions and genotyped by polymerase chain reaction (PCR) using tail deoxyribonucleic acid separated on 1.5% agarose gel using standard methods. Mice were housed in individually ventilated cages, with each cage having no more than five mice at a time in a hygienic barrier facility operating at 21–22 °C. Food and water were available *ad libitum*, and animals were maintained in a 12-h light, 12-h dark cycle. We used only male mice given sex differences in the DMM model [29]. The number of mice in each experimental group and each genotype are indicated in figure legends and summarized in Table 1.

**Table 1:** Distribution of mice for each experiment

Genotype	Age	Experiment	***n***
*Postn*^−/−^	10 weeks	DMM	10
	24 months	Aging	7
	24 months	Serum	6
	21 days	RNA-seq	3
	21 days	Real-time PCR	6
*wt*	10 weeks	DMM	10
	24 months	Aging	6
	24 months	Serum	11
	21 days	RNA-seq	3
	21 days	Real-time PCR	6

### Detection of Postn protein in the murine serum

Postn deficiency in *Postn*^−/−^ mice was detected by solid-phase enzyme-linked immunosorbent assay (ELISA). Briefly, mice euthanized by carbon dioxide asphyxiation were exsanguinated by cardiac puncture using mini-collect serum separator tubes (Greiner Bio-One, Monroe, NC). The blood was allowed to clot at room temperature for 30 min and retract at 4 °C for 4 h. The clotted blood was centrifuged at 2500 rpm at 4 °C for 10 min. The serum was collected, centrifuged, and stored at − 20 °C until used. Postn concentration in serum was measured using a mouse periostin/OSF-2 Quantikine ELISA kit according to the manufacturer’s instructions (MOSF20, R&D Systems Inc., Minneapolis, MN). In brief, 50 μl assay diluent was added to each well of a 96-well strip plate followed by an equal volume of standard, control, and sample in individual wells. The plate was incubated at room temperature on a horizontal orbital microplate shaker. After 2 h of incubation, the contents were removed, and each well was washed five times with the supplied wash buffer. Subsequently, 100 μl conjugate was added to each well followed by 2-h incubation at room temperature with constant shaking. Then, following washing as above, the plate was incubated with 100 μl substrate solution in each well for 30 min. Finally, the reaction was terminated with the addition of 100 μl of stop solution and the plate was read at 450 nm within 30 min.

### Induction of post-traumatic OA

To determine the role of Postn loss-of-function in post-traumatic OA, we performed the DMM surgery on 10-week-old male *Postn*^−/−^ or *wt* mice as described [30]. In short, mice were anesthetized with 2.5% isoflurane in 4 L/min oxygen. After aseptic preparation of the right hind limb, the joint capsule immediately medial to the patellar tendon was cut open, and the anterior attachment of the medial meniscotibial ligament was severed with sterilized microsurgical tools. This step resulted in the destabilization of the medial meniscus. Afterward, the joint capsule was closed with 6–0 absorbable polypropylene sutures (Ethicon, Blue Ash, OH), and the skin was closed by Vetclose skin glue (Henry Schein, Melville, NY). However, we used the contralateral left hind limb as non-operated control to avoid the effect of surgery. In compliance with guidelines, sustained-release buprenorphine (1.0 mg/kg) was administered once as an analgesic before surgery. No other pain-relieving medication was given to the mice. All mice were weight-bearing following recovery from the general anesthesia and resumed previous cage activity, water consumption, and food intake. Mice were euthanized 8 weeks after surgery by carbon dioxide inhalation. Hind limbs were separated, skinned, and subjected to histological and micro-computed tomography (μCT) analyses.

### Age associated spontaneous OA

For aging studies, 24-month-old *wt and Postn*^*−/−*^ mice were sacrificed using carbon dioxide asphyxiation; the hind limbs were separated, skinned, and prepared for histological and μCT analyses.

### Histological assessment of cartilage degeneration and OA

The knee joints were fixed in 10% neutral-buffered formalin for 48 h and decalcified using 12% formic acid, then embedded in paraffin using standard methods. Twelve coronal sections, each with 5 μm thickness, were taken from each joint at eight levels separated by 80 μm intervals. From each level, three sections were stained with Safranin O [31]. In each genotype, the same number and depth of sections were evaluated. The semi-quantitative Osteoarthritis Research Society International (OARSI) scoring system (scale: 0–6) was used to assess cartilage damage [32]. Cartilage damage was measured and scored in all four tibiofemoral compartments of the knee (lateral and medial femoral condyles and lateral and medial tibial plateaus) at all sectioned levels. The maximum OARSI score representing the highest score within all sectioned levels of the knee was recorded. Summed OARSI score was calculated by adding the total scores of four consecutive levels of each knee. Two independent scorers blinded to genotype and procedure scored the sections with a high inter-rater reliability.

### Histological assessment of synovitis

Safranin O-stained sections were graded for synovitis in the medial compartment for two parameters using a method developed by Lewis and colleagues [33]. Enlargement of the synovial lining cell layer is measured on a scale of 0–3, separately from the cells’ density in the synovial stroma on a scale of 0–3. Synovitis scores obtained for both of these parameters were averaged separately, and the sum of averages from both parameters used for analysis on a scale of 0–6.

### Immunostaining for Postn and MMP-13

Histological sections were deparaffinized using xylene and then rehydrated in a graded series of ethyl alcohol. Endogenous peroxidase activity quenched by incubating slides with 3% (v/v) hydrogen peroxide in phosphate-buffered saline (PBS). After 15 min of incubation, proteinase K (10 μg/mL, Abcam, Cambridge, MA) was added to the sections for 20 min at 37 °C to retrieve the antigen. Following washing with PBS and blocking with 10% normal goat serum (NGS), slides were allowed to react overnight at 4 °C with the following primary antibodies diluted in 2% NGS: anti-periostin (1:100, Sigma-Aldrich, St. Louis, MO), MMP-13 (1:200, Abcam), and in-house collagen type II (Col 2, 1:200). The next day, following the washing step, slides were incubated with the corresponding HRP- (for Postn), Alexa 488-(MMP-13), or Alexa 594-(for Col 2) conjugated secondary antibody in 2% NGS for one-hour room temperature. Then, slides (MMP-13 and Col 2) underwent counterstaining with Fluoro-Gel II with 4′,6-diamidino-2-phenylindole (DAPI, Electron Microscopy Sciences, Hatfield, PA) for MMP-13 and Col 2. For immunohistochemical staining of Postn, HRP stained slides were developed with 3,3’-Diaminobenzidine (DAB Chromogen Kit; Vector Laboratories Inc., Burlingame, CA) for 10 min at room temperature. All images were visualized using a NanoZoomer (Hamamatsu Corp., Bridgewater, NJ) or Confocal Laser Scanning Microscope (Leica, Biosystems, Buffalo Grove, IL). MMP-13 expression levels were quantified by measuring the staining intensity of 20–40 cells in each stained section using LAS X software (Leica Biosystems).

### μCT analysis of the trabecular bone

After fixation but before decalcification, the knees undergoing DMM were scanned using a vivaCT 40 in vivo μCT scanner (Scanco Medical Inc., Southeastern, PA) with the following setting: voxel size = 21 μm, energy = 45 kV, intensity = 177 μA, and integration time = 300 ms [34]. To analyze bone changes, the femoral epiphysis was chosen as the region of interest. The region of interest was identified between the cartilage and the growth plate. The outline of the epiphysis was carefully selected without the inclusion of outgrowing osteophyte(s). Knees from 24-month-old mice were scanned using a 10 MP digital detector using the following parameters: 10 W of energy (50 kV and 200 mA), pixel size = 9.7 μm, exposure = 1025 ms/frame, rotation step 0.3 degrees with × 10 frames averaging, 0.5 mm Aluminum filter, and scan rotation = 180^o^. After scanning, the radiographs were reconstructed using NRecon software ver. 1.7.3.0 (Bruker μCT, Kontich, Belgium). Reconstruction was done with NRecon using GPU acceleration. Gaussian smoothing was applied with a 2-voxel radius, ring artifact, and beam hardening corrections were applied in reconstruction. Ring artifact reduction set to 7 pixels. Beam hardening correction was set to 40%. Following trabecular bone morphometric parameters defined by the American Society for Bone and Mineral Research were analyzed [35]: bone volume fraction (BV/TV), volumetric bone mineral density (vBMD), trabecular thickness (Tb.Th), trabecular number (Tb.N), and trabecular spacing (Tb.Sp).

### RNA-Seq analysis, gene ontology annotation, and transcript expression validation

We performed bulk RNA-seq on articular chondrocytes isolated from *Postn*^*−/−*^ and *wt* mice to determine the baseline transcript-level differences between the two genotypes.

#### Chondrocyte isolation and culture

Primary chondrocytes were isolated from femoral head cartilage of 21-day-old *Postn*^*−/−*^ (*n* = 3) and *wt* (*n* = 3) mice as described previously [36]. The cells were seeded in 24-well plates, supplied with 10% fetal bovine serum (FBS; Thermo Fisher Scientific, Waltham, MA) in high glucose Dulbecco’s modified Eagle’s medium (DMEM; Thermo Fisher Scientific) supplemented with 1% penicillin and streptomycin (10,000 U/mL and 10,000 ug/mL respectively;, Thermo Fisher Scientific) and incubated at 37 °C in a humidified incubator with 5% CO_2_. After 2 days of culture, cells were washed 3× with PBS before RNA extraction.

#### RNA extraction

Total RNA was extracted from 1.0 × 10^5^ cells using a column-based RNeasy Mini kit (Qiagen, Valencia, CA). Total RNA quality and concentrations were measured using Agilent Bioanalyzer (Agilent Technologies Inc., Santa Clara, CA). RNA samples with a RIN (RNA integrity number) score > 9.0 were used for RNA-seq analysis and real-time PCR.

#### Library preparation, sequencing, and gene ontology analysis

Library preparation was performed with 10 ng of total RNA. Double-stranded cDNA was prepared using Clontech SMARTer Ultra Low RNA kit (Takara Bio Inc., Mountain View, CA). cDNA was fragmented with an E220 sonicator (Covaris Inc., Woburn, MA) using these settings: peak incident power = 18, duty factor = 20%, and cycles per burst = 50 for 120 s. cDNA was blunt-ended, had an A base added to the 3′ ends, and had Illumina sequencing adapters ligated to the ends. Ligated fragments were amplified for 12–15 cycles using primers incorporating unique dual index tags. Fragments were sequenced on an Illumina HiSeq 3000 (Illumina, San Diego, CA) using single-end reads extending 50 bases. Base calls and demultiplexing performed with Illumina’s bcl2fastq software, and a custom python demultiplexing program with a maximum of one mismatch in the indexing read. RNA-seq reads were aligned to the Ensembl release 76 top-level assemblies with STAR version 2.0.4b [37]. Gene counts were derived from the number of uniquely aligned unambiguous reads by Subread:featureCount version 1.4.5 [38]. Sequencing performance was assessed for the total number of aligned reads, the total number of uniquely aligned reads, and features detected. The ribosomal fraction, known junction saturation, and read distribution over known gene models were quantified with RSeQC version 2.3 [39].

All gene counts imported into the R/Bioconductor package EdgeR [40], and TMM normalization size factors were calculated to adjust for samples for differences in library size. Ribosomal genes and genes not expressed in the smallest group size minus one sample greater than one count-per-million excluded from further analysis. The TMM size factors and the matrix of counts were then imported into the R/Bioconductor package Limma [41]. Weighted likelihoods based on the observed mean-variance relationship of every gene and sample were then calculated for all samples with the voomWithQualityWeights [42] function with additional unknown latent effects as determined by surrogate variable analysis [43]. All genes performance assessed with plots of the residual standard deviation of every gene to their average log-count with a robustly fitted trend line of the residuals. Differential expression analysis was performed to analyze for differences between conditions, and the results were filtered for only those genes with Benjamini-Hochberg false-discovery rate (FDR) adjusted *P* ≤ 0.05.

For each contrast extracted with Limma, global perturbations in known Gene Ontology (GO) terms detected using the R/Bioconductor package “Generally Applicable Gene set Enrichment” [44] to test for changes in expression of the reported log_2_-fold changes reported by Limma in each term versus the background log_2_-fold of all genes found outside the respective term. The R/Bioconductor package heatmap3 [45] used to display heatmaps across groups of samples for each GO term with a Benjamini-Hochberg FDR-adjusted *P* ≤ 0.05.

#### Validation of RNA-seq data by quantitative real-time PCR

We validated RNA-seq data by quantitative real-time PCR. We selected representative genes for each pattern of expression. 

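In the RNA-seq counts of the 3 *Postn*-/- and 3 *wt* chondrocyte samples, *Dscaml1* was counted with 122, 116 and 138 reads in the *Postn*-/- samples and with 19, 16 and 20 reads in the *wt* samples. *Tm4sf1* was counted with 16, 18 and 17 reads in the *Postn*-/- samples and with 3181, 1619 and 1260 reads in the *wt* samples. After TMM normalization, which scales each sample by a factor for its library size and composition, *Ndufs5* (chromosome 4 of GRCm38, 123712710 to 123718202, minus strand) was at 19.3 ± 1.00 CPM (counts scaled to the library's total) in *Postn*-/- and 25.6 ± 2.06 in *wt* (mean ± SD, n = 3 each). Its log2 fold change, *Postn*-/- over *wt*, was −0.41 (standard error 0.12, unadjusted p = 0.00929 and adjusted p = 0.717 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Srsf10* (chromosome 4, 135855747 to 135869908, plus strand) was at 72.2 ± 5.13 CPM in *Postn*-/- and 96.2 ± 8.86 in *wt*, and the log2 fold change was −0.41 (standard error 0.11, unadjusted p = 0.00599 and adjusted p = 0.717 from the same edgeR test). For both genes every *Postn*-/- sample lay below every *wt* sample, which 3 samples against 3 give by chance with an exact permutation p of 0.1, the smallest they allow. The housekeeping gene *Gapdh* was at 24.9 ± 1.16 CPM in *Postn*-/- and 32.4 ± 12.7 in *wt*, a log2 fold change of −0.38 (standard error 0.28, unadjusted p = 0.216 from the same edgeR test), and its 3 *wt* samples spanned 17.9 to 41.8 CPM. Of the 50-base words in the *Gapdh* transcripts, 24.7% also occur in transcripts of other genes. The shares were 21.7% for *Ndufs5* and 9.41% for *Srsf10*. Reads from such words may align to several places and so be left out by counting of uniquely aligned reads.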

Expression of *Dscaml1* and *Tm4sf1* was higher in *Postn*^*−/−*^ and *wt* mice respectively, expression of *Ndufs5* and *Srsf10* was similar in both groups. Total RNA was prepared from chondrocytes isolated from *Postn*^*−/−*^ mice *(n* = 6) and *wt* mice (*n* = 6) mice. A total of 250 ng of total RNA was subjected to Amplification Grade DNase I treatment (1 U/μL, Thermo Fisher Scientific), to eliminate traces of genomic DNA and then reverse transcribed to synthesize the first strand of cDNA (High-Capacity Reverse Transcription Kit, Thermo Fisher Scientific). Briefly, 2 μL cDNA was added to the reaction mixture comprising of 2× SYBR Green Master Mix (Thermo Fisher Scientific), gene-specific forward and reverse primers (primer sequences are depicted in Table 2), and RNase-free water to reach a total volume of 20 μL. Subsequently, real-time PCR was performed under the following settings: 94 °C for 3 min, followed by 40 cycles at 94 °C for 30 s, 60 °C for 30 s, and 72 °C for 30 s. The target gene expression was normalized to the housekeeping gene, *Gapdh*. Each analysis was performed in triplicate. The relative expression values were computed using 2^−ΔΔ^Ct method.

**Table 2:** Sequence and characteristics of primers used for real-time PCR

Gene symbol	Forward primer (5′ → 3′)	Location	Reverse primer (5′ → 3′)	Location	Amplicon size	Accession no.
*Dscaml1*	aggctgaagaggctacgaga	4972–4991	gaggtcctttcacaggggtg	5062–5043	91 bp	NM_001081270.2
*Tm4sf1*	actgggtttggcagaaggac	1006–1025	tgggctcatagcacttggac	1127–1108	122 bp	NM_008536.4
*Ndufs5*	acagccctataagaacgccg	148–167	tgtaccgaagcaagcactct	287–268	140 bp	NM_001030274.1
*Srsf10*	acgtcgggaatttggtcgtt	234–253	agcgtcttcagcatcacgaa	357–338	124 bp	NM_010178.3
*Gapdh*	aggtcggtgtgaacggatttg	100–120	tgtagaccatgtagttgaggtca	222–200	123 bp	NM_001289726.1

*bp* = base pair

### Statistical analysis

The non-parametric Mann-Whitney test used to compare the data from two genotypes (*wt* and *Postn*^−/−^) unless indicated otherwise. Results were considered statistically significant at *P* < 0.05. Data are presented as mean ± standard deviation with 95% confidence interval (CI) where indicated. All statistical analyses were performed using GraphPad PRISM version 7.03 (GraphPad Software Inc., San Diego, CA).

## Results

### *Postn*^*−/−*^ mice exhibit no Postn in the joint and in the serum

The genotype of each mouse was confirmed by PCR (Fig. 1a–c). We demonstrated a complete loss of Postn protein in *Postn*^−/−^ mice by immunostaining of the joint section (Fig. 1d) and ELISA in serum. ELISA results revealed significantly low levels of Postn protein in the serum of *Postn*^*−/−*^ mice compared with the *wt* mice (28.33 ± 21.65 [95% CI = − 4.88–61.55] vs. 3827.00 ± 2504.00 [95% CI = 2144.00–5509.00], *P* = 0.0002) (Fig. 1e).

**Fig. 1:**
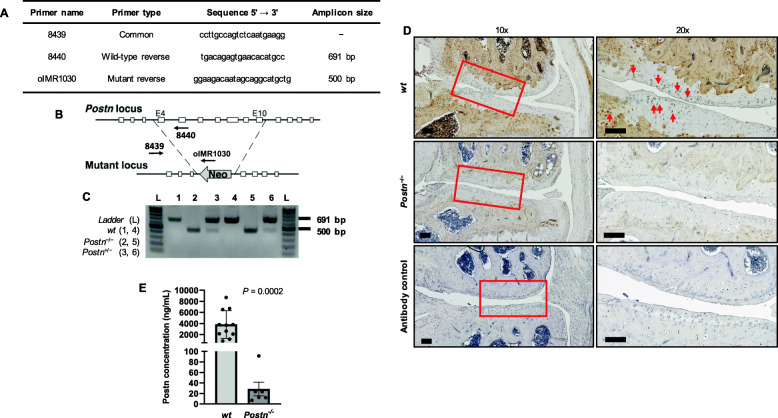
*Postn*^−/−^ mice lack Postn protein. **a** Primers used for mouse genotyping. **b** Diagram of targetting vector for genertaion of *Postn*^−/−^ mice. **c** Genotyping analysis of *wt*, *Postn*^−/−^ and *Postn*^+/−^ mice. **d** Immunostaining of Postn in the knee joint revealed that *wt* (*n* = 3) mice expressed periostin (red arrows) whereas *Postn*^−/−^ (*n* = 3) mice showed no staining for Postn (left panel: 10x, right panel 20x). Scale bar = 100 μm. **e** Serum Postn levels were negligible and significantly low in *Postn*^−/−^ (*n* = 6) than *wt* mice (*n* = 11) (Mann-Whitney test)

### *Postn*^*−/−*^ mice develop less severe OA after DMM

#### Cartilage degeneration

The analysis of histological sections of DMM-operated or non-operated knees from *Postn*^*−/−*^ and *wt* mice at 8-weeks after DMM surgery (Fig. 2a) showed that non-operated control mice retained relatively normal cartilage with maximum OARSI score ≤ 1.00. Conversely, many histological features representative of OA were apparent 8 weeks after surgery in *wt* mice: reduced Safranin O staining depicting proteoglycan loss in the ECM, fibrillation, and delamination of superficial zone cartilage, and in severe cases, an extension of the cleft lesions into the middle zone. These features illustrate that DMM surgery-induced degeneration of the cartilage resembles human OA pathology. The mean maximum OARSI score for *wt* mice in DMM-operated knees (4.00 ± 1.20; 95% CI = 3.00–5.00) was significantly (*P* < 0.001) higher than that of non-operated control knees (0.75 ± 0.46; 95% CI = 0.36–1.14). *Postn*^−/−^ mice that underwent DMM showed significantly less cartilage damage with the mean maximum OARSI score of 2.37 ± 0.74 (95% CI = 1.75–3.00), significantly (*P* = 0.011) lower than for their littermate *wt* mice (4.00 ± 1.20; 95% CI = 3.00–5.00) (Fig. 2b). Likewise, DMM-operated *Postn*^−/−^ mice (9.31 ± 2.52, 95% CI = 7.21–11.42) had significantly (*P* = 0.0002) lower mean summed OARSI score than *wt* mice (21.44 ± 6.01, 95% CI = 16.41–26.46) (Fig. 2c).

**Fig. 2:**
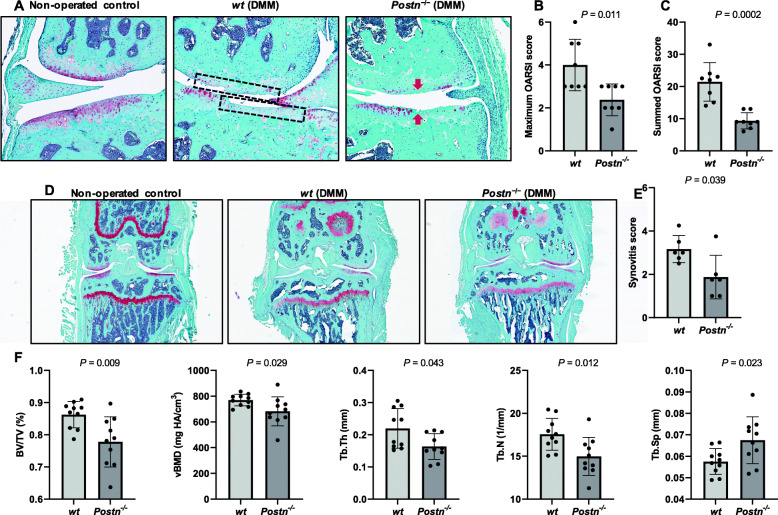
*Postn*^−/−^ mice are protected from post-traumatic OA. **a** Histological analysis of the cartilage showed that DMM-operated limbs exhibited increased cartilage degeneration than non-operated control limbs. Cartilage degeneration in *wt* mice was markedly higher (dotted boxes) than *Postn*^−/−^ mice (arrows). **b** Semi-quantitative analysis of cartilage degeneration by maximum OARSI score showed that *Postn*^−/−^ mice (*n* = 8) had significantly less maximum OARSI score than *wt* mice (*n* = 8). (Mann-Whitney test). **c** Semi-quantitative analysis of cartilage degeneration by summed OARSI score showed that *Postn*^−/−^ mice (*n* = 8) had significantly less summed OARSI score than *wt* mice (*n* = 8). (Mann-Whitney test). **d** Synovitis was evaluated by measuring synovial lining cell layer and density of cells in the synovial stroma. **e** Semi-quantification of synovitis score was significantly lower in *Postn*^−/−^ mice (*n* = 6) than *wt* mice (*n* = 6). (Mann-Whitney test). **f** μCT analysis showed that *Postn*^−/−^ mice (*n* = 10) had significantly lower BV/TV. vBMD, Tb.Th and Tb.N and significantly higher Tb. Sp than *wt* mice (*n* = 10) in the DMM-operated limb (Mann-Whitney test)

#### Synovitis

We noted a thinner synovial lining cell layer and a low density of cells in the synovial stroma in *Postn*^−/−^ mice than *wt* mice (Fig. 2d). Quantification of synovitis score was significantly (*P* = 0.039) lower in *Postn*^−/−^ mice (1.88 ± 1.01; 95% CI = 0.82–2.93) than *wt* mice (3.17 ± 0.63; 95% CI = 2.51–3.82) (Fig. 2e).

#### Trabecular bone changes

Interestingly, there were no differences in the bone parameters measured in the control/contralateral limbs between the genotypes (Table 3). The differences in the various parameters of trabecular bone between *wt* and *Postn*^*−/−*^ are shown in Fig. 2f. We noted that the following bone parameters were significantly lower in *Postn*^*−/−*^ mice compared with *wt* mice: trabecular BV/TV (9.8%, *P* = 0.009), vBMD (11.3%, *P* = 0.029), Tb.Th (25.6%, *P* = 0.043), and Tb.N (14.6%, *P* = 0.012). In contrast, Tb. Sp was significantly higher in *Postn*^*−/−*^ mice than *wt* mice (17.2%, *P* = 0.023).

**Table 3:** Bone epiphysial parameters in control limbs of wt and *Postn*^−/−^mice

Parameter	***wt***		***Postn***^**−/−**^		***P value***
	Mean ± SD	95% CI	Mean ± SD	95% CI	
BV/TV (mm^3^/mm^3^)	0.79 ± 0.04	0.76–0.82	0.73 ± 0.09	0.66–0.79	0.143
vBMD (mg HA/cm^3^)	650.70 ± 57.35	609.70–691.70	608.90 ± 103.60	534.70–682.90	0.436
Tb.Th (mm)	0.20 ± 0.11	0.13–0.28	0.15 ± 0.03	0.13–0.17	0.248
Tb.N (1/mm)	14.46 ± 2.54	12.64–16.28	15.33 ± 2.87	13.28–17.39	0.631
Tb.Sp (mm)	0.07 ± 0.02	0.06–0.08	0.06 ± 0.01	0.05–0.07	0.353

*SD* standard deviation, *CI* confidence interval

### 24-month-old *Postn*^*−/−*^ mice demonstrated protection from spontaneous OA

#### Cartilage degeneration

Representative histological sections from 24-month-old *Postn*^*−/−*^ and *wt* mice are shown in Fig. 3a. Histological analysis of the knee joints of 24-month-old *Postn*^*−/−*^ and *wt* mice showed that *Postn*^−/−^ mice had less cartilage degeneration (only focal loss of proteoglycans without cartilage loss) than *wt* mice, which exhibited increased loss of cartilage proteoglycan and delamination of both superficial and middle zones. These observations confirmed that in mice, aging induces spontaneous cartilage degeneration that resembles OA pathology in humans. The mean maximum OARSI score in *Postn*^*−/−*^ mice was significantly lower than in *wt* mice (1.93 ± 0.45 [95% CI = 1.51–2.35] vs. 3.58 ± 1.16, [95% CI = 2.37–4.80], *P* = 0.014) (Fig. 3b). Similarly, the mean summed OARSI score was significant (*P* = 0.003) lower in *Postn*^*−/−*^ mice (6.14 ± 1.57, 95% CI = 4.69–7.60) than *wt* mice (11.50 ± 3.02, 95% CI = 8.33–14.67) (Fig. 3c).

**Fig. 3:**
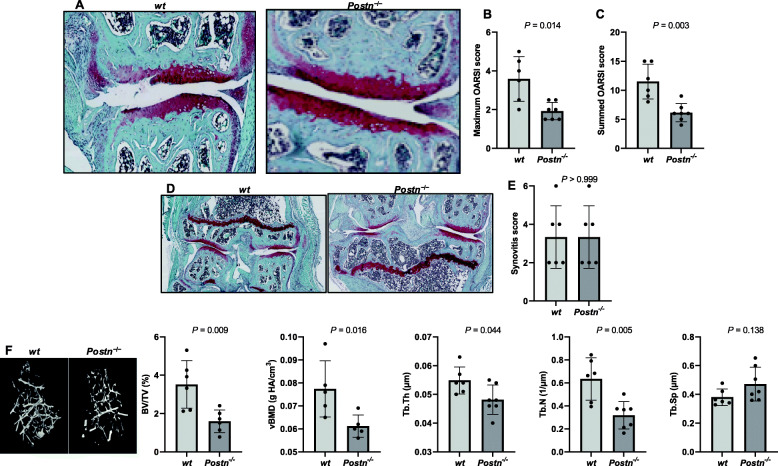
*Postn*^−/−^ mice are protected from age-related spontaneous OA. **a** Histological analysis of cartilage showed that *wt* mice developed significant cartilage degeneration at 24-month of age whereas age-matched *Postn*^−/−^ mice did not develop any degeneration in the articular cartilage. **b** Semi-quantitative analysis of cartilage degeneration using maximum OARSI score displayed that *Postn*^−/−^ mice (*n* = 7) had significantly less maximum OARSI score than *wt* mice (*n* = 6) (Mann-Whitney test). **c** Semi-quantitative analysis of cartilage degeneration using summed OARSI score displayed that *Postn*^−/−^ mice (*n* = 7) had significantly less summed OARSI score than *wt* mice (*n* = 6) (Mann-Whitney test). **d** Synovitis was assessed by semi-quantiative analysis of synovial lining cell layer and density of cells in the synovial stroma. **e** Semi-quantification of synovitis score was not significantly different between the genotypes (*n* = 6 each). (Mann-Whitney test). **f** μCT analysis showed that *Postn*^−/−^ mice (*n* = 5–7) had significantly lower BV/TV, vBMD, Tb.Th, and Tb.N and higher Tb. Sp than *wt* mice (*n* = 5–6) in the DMM-operated limbs (Mann-Whitney test)

#### Synovitis

The synovial lining cell layer and cell density in the synovial stroma appeared similar in both genotypes (Fig. 3d). We did not find any significant (*P > *0.999) difference in synovitis score between *Postn*^−/−^ mice (3.33 ± 1.63; 95% CI = 1.62–5.05) and *wt* mice (3.33 ± 1.63; 95% CI = 1.62–5.05) **(**Fig. 3e).

#### Trabecular bone changes

The changes in different trabecular bone parameters are depicted in Fig. 3f. We observed that *Postn*^*−/−*^ mice exhibited significantly lower trabecular BV/TV (54.7%, *P* = 0.009), vBMD (20.9%, *P* = 0.016), Tb.Th (12.2%, *P* = 0.044) and Tb.N (49.7%, *P* = 0.005) in contrast to *wt* mice. Also, Tb. Sp was 24.0% higher in *Postn*^*−/−*^ than *wt* mice but did not reach significance (*P* = 0.138).

### MMP-13 expression decreased in *Postn*^*−/−*^ mice

Immuno-fluorescence analysis of MMP-13 revealed that its expression was increased in *wt* mice following DMM compared with the control knees. In contrast, no MMP-13 was detected in DMM-operated knees of *Postn*^*−/−*^ mice (Fig. 4a). Semi-quantitative assessment of immunofluorescence imaging further showed that intensity of MMP-13 staining was significantly (*P* = 0.029) lower in *Postn*^*−/−*^ (6.73 ± 5.23, 95% CI = -1.60–15.06) than *wt* mice (28.18 ± 14.94, 95% CI = 4.42–51.95) (Fig. 4b).

**Fig. 4:**
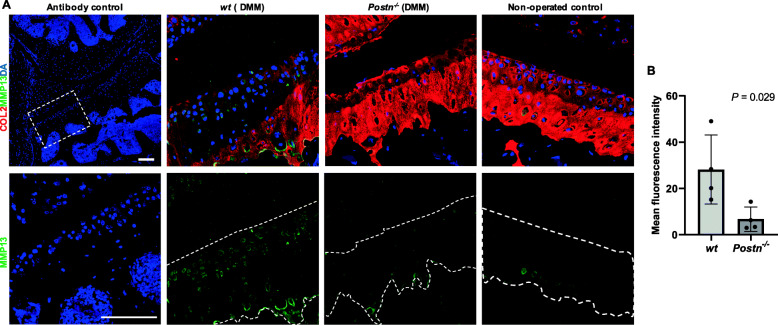
*Postn*^−/−^ mice expressed less MMP-13 than *wt* mice after DMM. **a** Immunofluorescent analysis showed that MMP-13 staining (green) was higher in cartilage of DMM-operated limbs than in the non-operated control limb. *Postn*^−/−^ mice (*n* = 4) showed less staining of MMP-13 than *wt* mice (*n* = 4). Type II collagen (Col 2) (red) staining was used for location of cartilage. The dotted lines on lower panels indicate the Col 2-positive cartilage area based on the results in the upper panels. DAPI (blue) was used as a counterstain. Scale bars = 100 μm. **b** Quantification of immunostaining intensity of MMP-13 showed that MMP-13 intensity was significantly lower in *Postn*^−/−^ mice (*n* = 4) than *wt* mice (*n* = 4). (Mann-Whitney test)

### RNA-seq and gene ontology analyses

Qualitative gene expression analysis revealed that samples were clustered into two distinct clusters of *Postn*^*−/−*^ and *wt* chondrocytes based on principal component analysis indicating a specific expression profile (Fig. 5a) though there was higher variation among samples from *wt* mice than *Postn*^*−/−*^ mice. Moreover, we show that expression fold change and average expression levels vary subtly in a mean average (log_2_ ratio to mean expression plot) (Fig. 5b).

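The RNA-seq data came from primary chondrocytes of femoral head cartilage of 21-day-old male mice, 3 *Postn*-/- and 3 *wt*, kept in culture for 2 days. Libraries were made from 10 ng of total RNA with the SMARTer kit, which amplifies full-length cDNA, and were read as 50-base single ends. The authors aligned the reads with STAR 2.0.4b to Ensembl release 76, which is on genome build GRCm38, and counted uniquely aligned unambiguous reads on each gene with featureCounts 1.4.5. They deposited for each sample the raw count of 41388 genes beside its CPM, which is the count scaled to the sample's total, and RPKM, and only the raw counts entered the tests. The counts summed to 25775101, 24310717 and 20587640 in *Postn*-/- replicates 1, 2 and 3, with a median of 24310717. In *wt* replicates 1, 2 and 3 they summed to 26572260, 22441992 and 20646419, with a median of 22441992. At these totals, 3 counts correspond to between 0.113 and 0.146 CPM, which is the counting floor and does not cover variation between mice. Genes with more than 1 CPM in at least 2 samples were kept and rRNA genes left out, following the methods, which left 14533 genes. Counts were normalized by TMM and tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Another filter, another normalization or the methods' own voomWithQualityWeights model can change the numbers, and each was run as an alternative. The targeted gene *Postn* lies on chromosome 3 from 54361109 to 54391034, on the plus strand. It was at 4.66, 4.27 and 5.67 normalized CPM in the *Postn*-/- samples and at 10.1, 10.3 and 6.90 in the *wt* samples. Its log2 fold change was −0.91 (standard error 0.22, unadjusted p = 0.00362 and adjusted p = 0.717 from the edgeR test), and it was lower in each *Postn*-/- sample than in each *wt* sample. Samples with the same replicate number are different mice. Their deviations from the group means nevertheless had a pooled correlation of 0.123 across genes, against −0.0932 to 0.0449 for the other 5 pairings, with genes not being independent replicates. Results are therefore also given with the replicate number as a block. Fitted with this block, the log2 fold change of *Postn* was −0.90 (adjusted p = 0.603 from the same edgeR test).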

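In a principal component analysis of the gene-centred log2 CPM of these genes, with a prior count of 2, the first 3 components held 31.9%, 24.0% and 20.0% of the variance. On 0 of the 5 components did the 3 *Postn*-/- samples all lie on one side of the 3 *wt* samples. The mean distance between samples of different genotype was 61.6 log2 units over all genes, and the mean distance between samples of the same genotype was 60.4. A difference of at least the 1.26 seen arose in 3 of the 10 splits of the 6 samples, the real one included (one-sided exact permutation test, p = 0.3, where 0.1 is the smallest that 3 against 3 samples allow). Among the 4 splits that part all same-numbered samples, the split by genotype had the largest difference (exact permutation p = 0.25, the smallest that 4 splits allow), and the others were between −4.02 and 0.07. For 3 of the 6 samples the nearest other sample had the same genotype. Within the *wt* group the mean distance was 63.4 and within the *Postn*-/- group 57.3. *wt* replicate 1 lay at 47.7 on the first component, and the other 5 samples lay between −17.4 and −0.02. Without *wt* replicate 1 the mean distance was 54.0 within *wt* and 56.6 within *Postn*-/-. The separation moved in both directions under the alternatives. Leaving out *Postn*-/- replicate 3 gave a difference of −2.79 (one-sided exact permutation p = 0.7). Scaling each gene to unit variance, where the mean distance within genotypes was 165 on its own scale, gave a difference of 6.61, the highest of the 10 splits (one-sided exact permutation p = 0.1). When genes were not centred and the correlation of the samples was decomposed, the first component held 98.3% of the variance. The paper takes the grouping of the samples in Fig. 5a as a sign of a specific expression profile. It does not state how that analysis was computed, so the values here may not be the same measure.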

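Over the 14533 tested genes the median log2 fold change, *Postn*-/- over *wt*, was 0.0042, and the 5th and 95th percentiles were −0.41 and 0.54. Of these genes 99.2% changed by less than 1 on the log2 scale, and 117 genes changed by 1 or more. The spread narrowed with expression. For the 2504 genes with an average of at most 1 log2 CPM, the 5th to 95th percentiles ran from −0.54 to 0.79 with an SD of 0.42. For the 1451 genes above 7 log2 CPM they ran from −0.29 to 0.34 with an SD of 0.22. The median moved from 0.17 in the lowest group to −0.06 in the highest. These are spreads across genes in one comparison of 3 samples against 3, and no test was made. Under the replicate block 118 genes changed by 1 or more, and with only genes above 1 CPM in all 6 samples 43 did.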

**Fig. 5:**
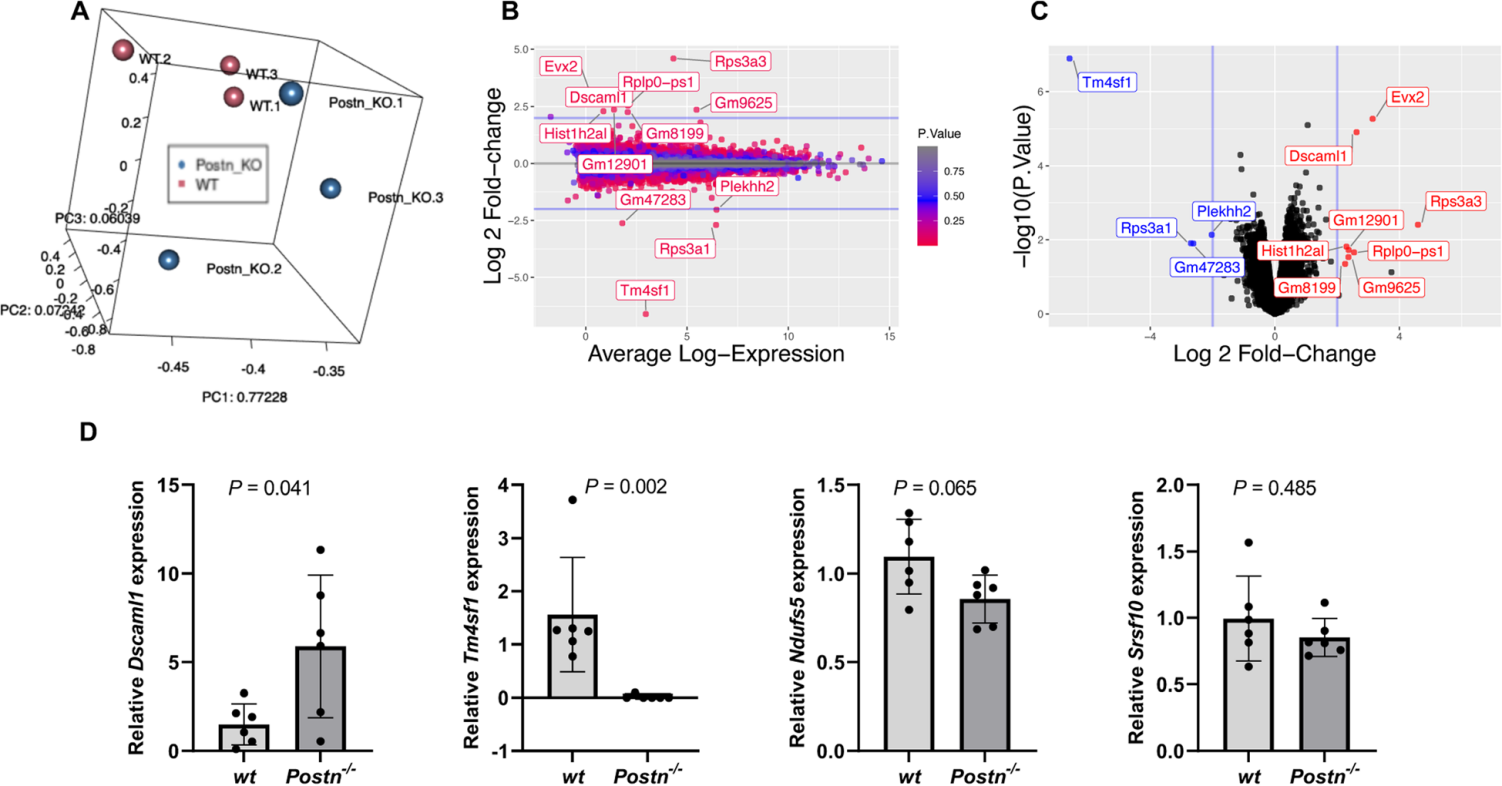
Descriptive RNA-seq data and real-time PCR. **a** Principal component analysis of chondrocytes samples from *wt* (*n* = 3) and *Postn*^−/−^ *(n* = 3) mice showed distinct grouping based on gene expression differences. **b** MA (log_2_ ratio to mean expression) plot depicts expression fold change and averaged expression level of differentially expressed transcripts. **c** Volcano plot of all genes expressed greater than 1 count-per-million in all 6 samples where the observed log_2_ fold change is on the *x*-axis and the unadjusted *P* value converted to the −log_10_ scale is on the *y*-axis. Twelve genes with unadjusted *P* ≤ 0.05 are highlighted in red when log_2_ fold changes > + 2 and blue when < – 2. **d** Real-time PCR performed on chondrocytes isolated from an independent cohort of *wt* (*n* = 6) and *Postn*^−/−^ (*n* = 6) mice revealed an agreement with the RNA-seq data. (Mann Whitney test)

#### Detection of differentially expressed gene transcripts

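At an unadjusted p of at most 0.05 in edgeR's quasi-likelihood test, 916 of the 14533 tested genes differed between *Postn*-/- and *wt* chondrocytes, 574 higher and 342 lower in *Postn*-/-. If no gene differed, 727 genes would fall under this threshold on average, but genes are not independent and the number can vary widely. Other splits of the 6 samples gave 193 to 1057 genes, so the 916 alone is no evidence of an excess. With the replicate block, 1188 genes did, 722 higher and 466 lower, of which 787 were also among the 916. The alternative with the most genes was the methods' voomWithQualityWeights model with surrogate variables, at 1997 genes, 1080 higher and 917 lower. The paper does not state how many surrogate variables it fitted, and 2 were estimated here. The same model without surrogate variables gave 1337 genes, 787 higher and 550 lower. With each mouse left out in turn the count ran from 425 to 1257. Of the 1247 transcripts in Supplemental Table 1, 1243 were tested here, and 1243 had the sign of the paper's fold change. Of these, 767 had an unadjusted p of at most 0.05 in the edgeR test. In the voomWithQualityWeights model 1031 did without surrogate variables and 1098 with them. With each mouse left out in turn the number in the edgeR test ran from 335 to 770. This overlap compares calls on the same samples and so shows no independent replication.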

Gene transcripts (Supplemental Table 1) were significantly differentially expressed (*n* = 1247) between *Postn*^*−/−*^ and *wt* chondrocytes at an unadjusted *P* ≤ 0.05 with 727 being upregulated in *Postn*^*−/−*^ while 520 were upregulated in *wt* chondrocytes. 

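An unadjusted p of at most 0.05 in edgeR's quasi-likelihood test together with an absolute log2 fold change of at least 2 was reached by 9 genes, 5 higher and 4 lower in *Postn*-/-. With the replicate block 8 genes reached both, 4 higher and 4 lower. Of the 9 genes, 7 are among the 12 that Fig. 5c names. These were *Rps3a3* at a log2 fold change of 3.90, *Evx2* at 3.22, *Dscaml1* at 2.74, *Rps3a1* at −2.01, *Gm47283* at −2.29, *Plekhh2* at −2.66 and *Tm4sf1* at −6.87. The other 2 were *Eif3s6-ps2* at 2.63 and *Arc* at 2.08, which were named after their values were seen. The reads of *Rps3a3*, *Rps3a1* and *Gm47283* can be shared with near-identical genes, with 65.2%, 71.0% and 40.5% of their 50-base words also found in other genes. The number depended most on the filter for low counts. Without a filter 295 genes reached both limits, and with more than 1 CPM required in all 6 samples 1 gene did. In the voomWithQualityWeights model without surrogate variables 15 genes did.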

Out of 1247, only 48 transcripts had log_2_ fold-change ≥2. 

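*Tm4sf1* and *Dscaml1* had an adjusted p of at most 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 2 genes out of 14533. *Tm4sf1* lies on chromosome 3 of GRCm38 from 57285611 to 57301919, on the minus strand, with its start 2.92 Mb from that of *Postn*. It was at 0.728 ± 0.0837 CPM in *Postn*-/- and 85.3 ± 32.7 in *wt* (mean ± SD, n = 3 each). Its log2 fold change had a standard error of 0.34 and an adjusted p of 0.000702 from the edgeR test, and it stayed between −7.07 and −6.51 across the fits that each left out one mouse. *Dscaml1* (chromosome 9, 45430293 to 45753164, plus strand) was at 4.90, 4.72 and 6.58 CPM in the *Postn*-/- samples and at 0.731, 0.724 and 0.958 in the *wt* samples. Its log2 fold change had a standard error of 0.26 and an adjusted p of 0.0474 from the same test, and leaving out any one mouse raised the adjusted p to between 0.110 and 0.279. *Evx2* (chromosome 2, 74652991 to 74659557, minus strand) was counted with 88, 99 and 96 reads in the *Postn*-/- samples and with 4, 14 and 11 reads in the *wt* samples. Its log2 fold change had a standard error of 0.42, an unadjusted p of 6.55e-05 and an adjusted p of 0.213 from the edgeR test. *Gdf10* (chromosome 14, 33923587 to 33935280, plus strand) was at 156, 143 and 139 CPM in the *Postn*-/- samples and at 103, 63.2 and 64.7 in the *wt* samples. Its log2 fold change was 0.92 (standard error 0.19, unadjusted p = 0.0015 and adjusted p = 0.717 from the edgeR test). For each of these 4 genes the 3 *Postn*-/- samples lay apart from the 3 *wt* samples, as they did for 13.6% of all tested genes against 10% by chance. With the replicate block 1 gene kept an adjusted p of at most 0.05, *Tm4sf1* at 0.0083 from the same edgeR test, and the adjusted p of *Dscaml1* was 0.227. The count moved most with the DESeq2 Wald test, which called 11 genes, among them *Evx2*, *Dscaml1* and *Tm4sf1*, while *Gdf10* was at an adjusted p of 0.0505 with DESeq2. On simulated counts with known changes, 49 of 254 DESeq2 calls were of unchanged genes, against 15 of 213 edgeR calls.

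**Figure D1:**
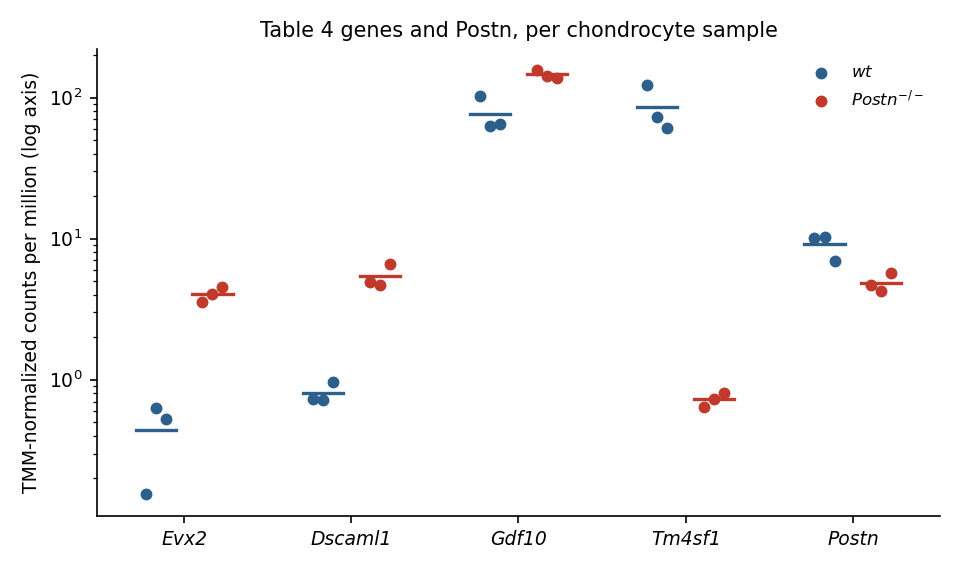
TMM-normalized CPM on a log axis of the 4 genes of Table 4 and of *Postn* in each chondrocyte sample. Points are samples, 3 per genotype, and bars are group means. *Tm4sf1* was at 0.728 CPM on average in *Postn*-/- and at 85.3 in *wt*.

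**Figure D2:**
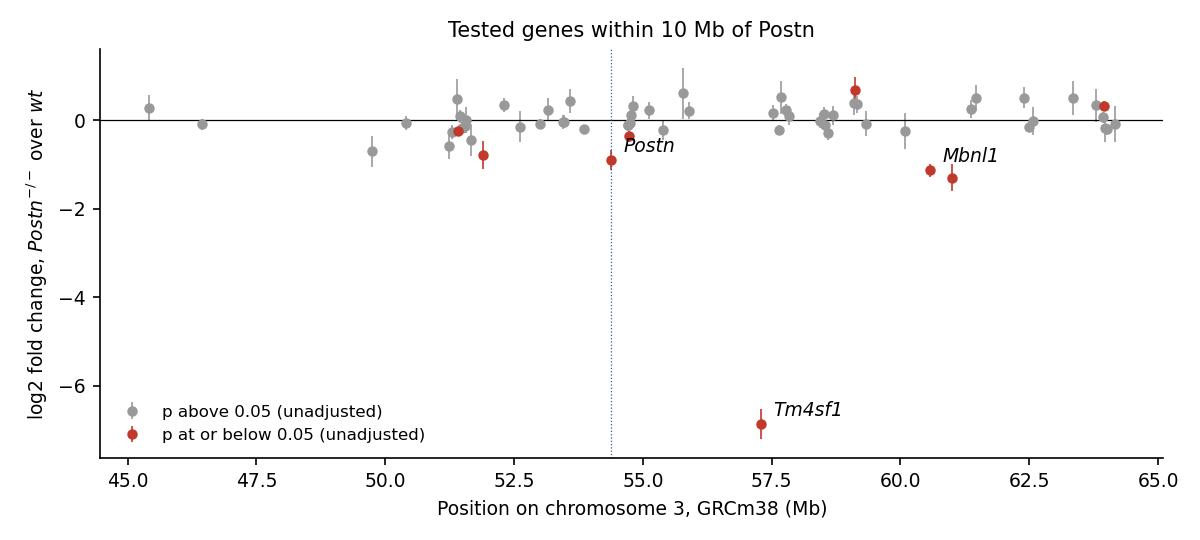
Log2 fold change, *Postn*-/- over *wt*, of each tested gene within 10 Mb of *Postn* against its position on chromosome 3 in Mb. Points are genes, error bars are standard errors, red points have an unadjusted p of at most 0.05 in edgeR's test, and *Tm4sf1* lies at −6.87.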

After, FDR ≤ 0.05 correction, only four transcripts (Table 4) were found to be differentially expressed (3 upregulated and 1 downregulated) between *Postn*^*−/−*^ compared with *wt*. 

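Fig. 5c names 12 genes: *Evx2*, *Dscaml1*, *Tm4sf1*, *Rps3a3*, *Rplp0-ps1*, *Gm12901*, *Gm9625*, *Hist1h2al*, *Gm8199*, *Plekhh2*, *Gm47283* and *Rps3a1*. In the deposited counts, 3 of these 12, *Gm9625*, *Plekhh2* and *Rps3a1*, were above 1 CPM in all 6 samples. *Evx2*, *Dscaml1* and *Tm4sf1* were above it in 3 samples and the other 6 genes in 5. In edgeR's quasi-likelihood test 7 of the 12 had an unadjusted p of at most 0.05. The 5 others were *Rplp0-ps1*, *Gm12901*, *Gm9625*, *Hist1h2al* and *Gm8199*, with unadjusted p between 0.0587 and 0.675. For *Rplp0-ps1*, *Gm12901*, *Gm9625*, *Gm8199* and *Plekhh2* the genotypes overlapped. *Gm9625* was at 98.8, 65.6 and 69.0 CPM in *Postn*-/- and at 41.6, 99.5 and 4.07 in *wt*. *Plekhh2* (chromosome 17, 84511895 to 84622142) was at 61.9, 33.4 and 38.7 CPM in *Postn*-/- and at 568, 41.7 and 240.1 in *wt*. The annotation lists 6 of the 12 as processed pseudogenes. The median share of 50-base words that a gene of this list has in common with another gene was 14.6%, against 0% for all tested genes. Counting of uniquely aligned reads may have left out reads from such words. *Rps3a1* (chromosome 3, 86137940 to 86142702) was at 6.11, 88.9 and 70.9 CPM in *Postn*-/- and at 219, 261 and 186 in *wt*. Its pseudogene *Rps3a3* (chromosome 13, 108670603 to 108671397) was at 218, 117 and 103 in *Postn*-/- and at 0.731, 1.18 and 27.7 in *wt*. With the replicate block the log2 fold change was −2.51 for *Rps3a1* and 5.30 for *Rps3a3* (adjusted p = 0.603 for each from edgeR's test).

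**Figure D3:**
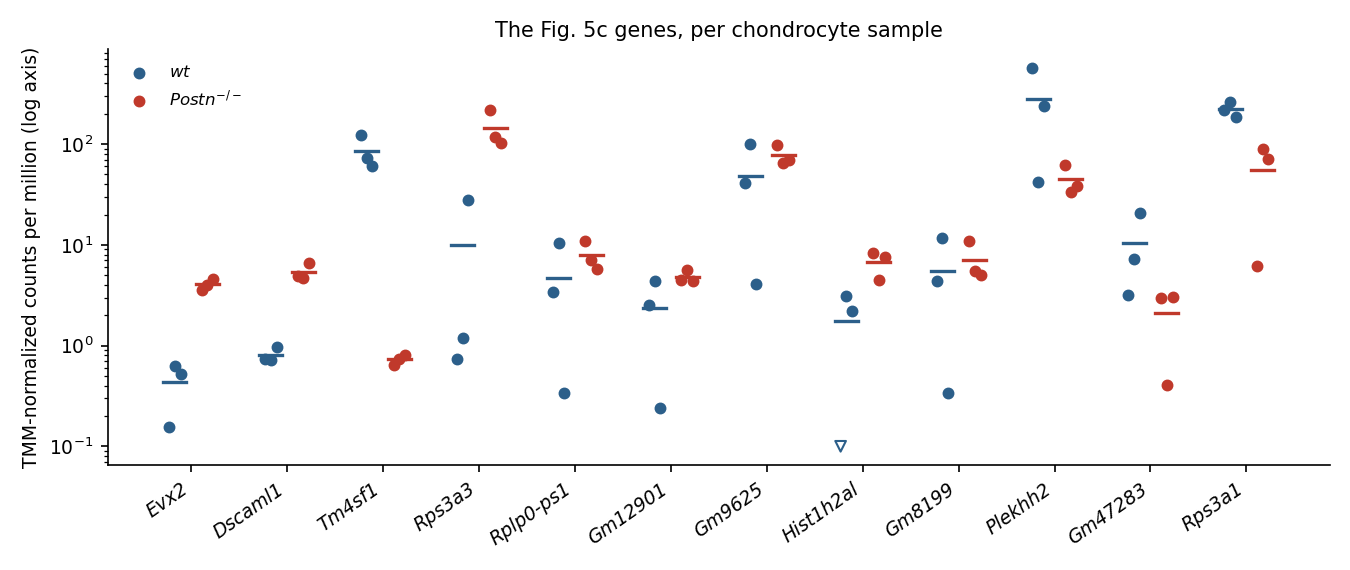
TMM-normalized CPM on a log axis of the 12 genes named in Fig. 5c, in each chondrocyte sample. Points are samples, 3 per genotype, bars are group means, and the open triangle marks a sample with 0 counts, drawn at 0.1. The *wt* samples of *Rps3a3* lie between 0.731 and 27.7 and its *Postn*-/- samples between 103 and 218.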

Volcano plot of genes expressed greater than 1 count-per-million in all six samples is shown (Fig. 5c).

**Table 4:** Gene transcripts differentially expressed in chondrocytes between *Postn*^−/−^ and *wt* mice

Gene symbol	Gene name	Log_**2**_ fold change	***P***	Description
*Evx2*	Even skipped homeobox 2	3.14	5.30 × 10^− 6^	Up-regulated in *Postn*^−/−^ mice
*Dscaml1*	DS cell adhesion molecule like 1	2.62	1.22 × 10^− 5^	Up-regulated in *Postn*^−/−^ mice
*Gdf10*	Growth differentiation factor 10	1.05	7.85 × 10^−6^	Up-regulated in *Postn*^−/−^ mice
*Tm4sf1*	Transmembrane 4 superfamily member 1	−6.59	1.27 × 10^− 7^	Down-regulated in *Postn*^−/−^ mice

#### Gene ontology annotation

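Gene Ontology annotation was not used here. The direction of processes was measured instead on 17 sets fixed before the counts were seen: 14 Reactome pathways, the S and G2/M marker lists of Seurat and a family list of adhesion receptor genes. They were chosen for processes that the paper reports from these same samples, so a shared direction shows no independent replication. Sets of the cell cycle also share genes, so their number does not count separate results. Between 95.3% and 100% of each set's members were matched to the genes of the files. The sets were tested with limma's camera on the edgeR fit, which compares a set's genes with all other genes at an assumed inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over the 17 sets. At an adjusted p of at most 0.05 were 13 sets, 3 higher and 10 lower in *Postn*-/-. With the replicate block these numbers were 13, 3 and 10. When camera estimated the inter-gene correlation from the data, 0 sets passed, the lowest adjusted p was 0.198, and 1 set had an unadjusted p under 0.05. When genes were taken as independent, as GAGE does, 16 sets passed, 6 higher and 10 lower.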

Gene ontology analysis revealed that a number of distinct biological processes were significantly enriched for each genotype (Table 5). 

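The 10 cell-cycle and DNA-repair sets all had lower mean expression in *Postn*-/- in the camera test. The 54 G2/M markers had a mean log2 fold change of −0.54 and each was lower in *Postn*-/- (adjusted p = 3.94e-21 from limma's camera), and the 43 S phase markers one of −0.51 (adjusted p = 1.48e-14). The 444 genes of the cell cycle pathway had a mean of −0.21 (adjusted p = 2.47e-12 from camera), with 78.4% of them lower in *Postn*-/-. The 129 DNA repair genes had a mean of −0.18 (adjusted p = 8.74e-08). In *Postn*-/- the sets integrin cell surface interactions (72 genes, mean 0.22, adjusted p = 9.01e-06), adhesion receptor families (75 genes, mean 0.15, adjusted p = 0.0111) and developmental biology (320 genes, mean 0.11, adjusted p = 0.0122) were higher by camera. Cell-cell communication (mean 0.13, adjusted p = 0.0713), cell-cell junction organization (mean 0.18, adjusted p = 0.0969), signaling by VEGF (mean 0.07, adjusted p = 0.336) and signal transduction (mean 0.05, adjusted p = 0.421) did not pass. These p-values rest on genes, not on mice. As a mean over the set's genes of gene-centred log2 CPM, the G2/M score was −0.44, 0.27 and −0.67 in *Postn*-/- replicates 1, 2 and 3 and 0.76, 0.02 and 0.06 in *wt* replicates 1, 2 and 3. On this score the genotypes differed by −0.56 (exact permutation test, p = 0.3). Of the 17 scores, 3 had all *Postn*-/- samples apart from all *wt* samples, integrin cell surface interactions, developmental biology and signaling by VEGF (exact permutation p = 0.1 each, the smallest possible), and 0 of these were sets of the cell cycle. Between same-numbered samples, every set with a positive mean log2 fold change scored higher in *Postn*-/- in each pair. The cell-cycle and DNA-repair sets scored lower in *Postn*-/- in pairs 1 and 3 and higher in pair 2. With the replicate block, cell-cell communication and cell-cell junction organization still did not pass (adjusted p = 0.0515 and 0.0618 from camera).

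**Figure D4:**
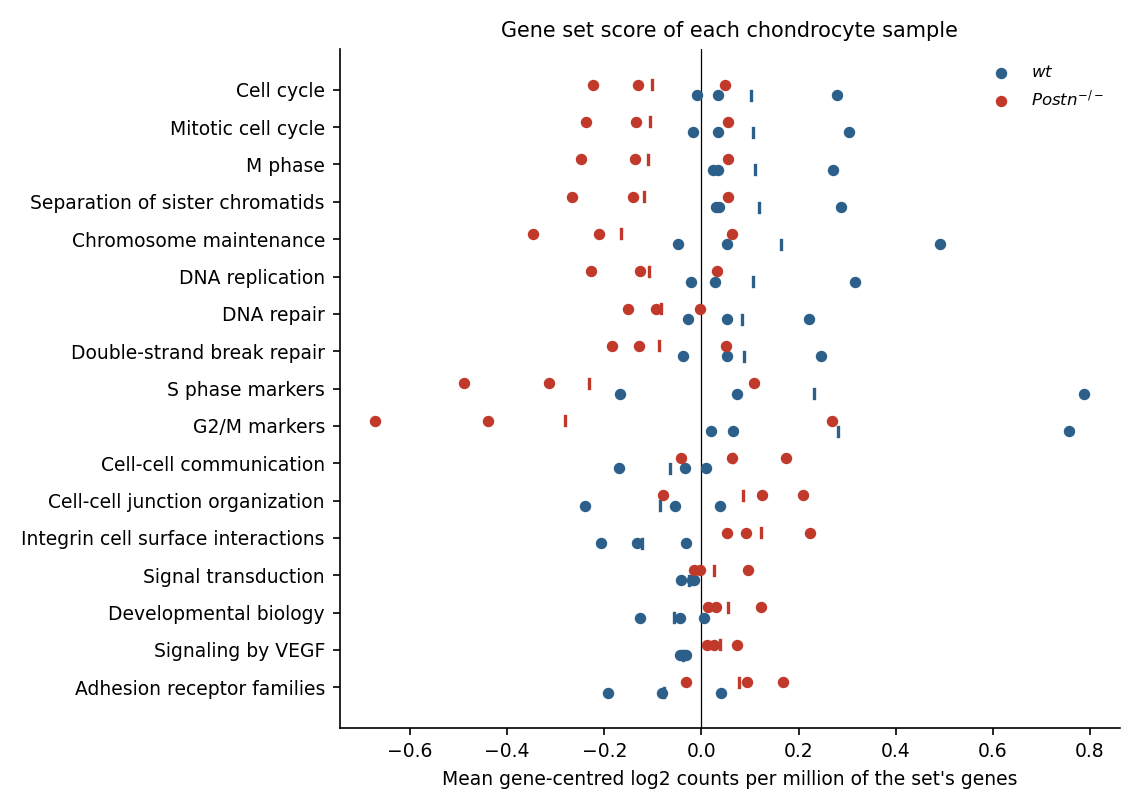
Score of each of the 17 gene sets in each chondrocyte sample, the mean of the gene-centred log2 CPM of its genes on the x axis. Points are samples, 3 per genotype, and bars are group means. The G2/M scores of the *Postn*-/- samples run from −0.67 to 0.27 and those of the *wt* samples from 0.02 to 0.76.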

While the biological processes related to cell-cell adhesion, cell signaling, cell differentiation, focal adhesion, and angiogenesis were elevated in *Postn*^*−/−*^ mice, biological processes such as cell cycle, cell division, and DNA repair repressed in *Postn*^*−/−*^ mice.

**Table 5:**
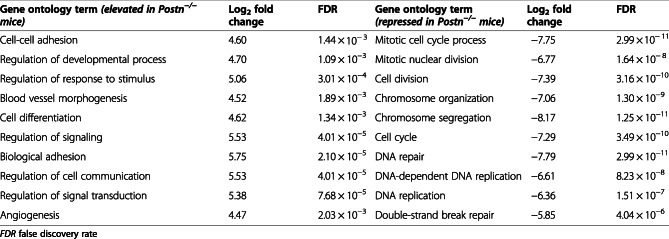
Biological processes (gene ontologies) altered in chondrocytes between *Postn*^−/−^ and *wt* mice

#### Validation by real-time PCR

We further confirmed the differentially expressed genes by quantitative real-time PCR in agreement with the RNA-seq data (Fig. 5d).

## Discussion

Our study illustrates that *Postn* deficiency exerts a protective effect against OA in mice. Specifically, mice lacking the *Postn* gene displayed significantly less cartilage degeneration than *wt* control mice in post-traumatic OA as well as age-related primary OA. Postn deficiency also appears to wield protective effects by modulating changes in the synovium and bone. Thus, our findings highlight that Postn loss-of-function protects against incidence and progression of OA independent of the cause, i.e., primary age-related spontaneous OA as well as injury-induced post-traumatic OA.

In both mouse models of OA, *Postn*^*−/−*^ mice retained superior cartilage and exhibited less degenerative changes as measured by OARSI scores. These findings are consistent with the notion that protection from cartilage degeneration parallels protection from OA since cartilage degeneration is considered OA’s hallmark [4]. Besides, we also showed that *Postn*^*−/−*^ mice developed significantly less synovitis than *wt* mice after DMM. Tajia et al. have also shown increased expression of Postn in human OA synovium [46]. These protective effects of *Postn* loss-of-function on the cartilage and synovium indicate decreased catabolic activity in the joint. Our observation aligns with our previous in vitro work showing that siRNA-mediated knockdown of Postn in chondrocytes results in reduced expression of inflammatory and catabolic markers such as IL-1β, ADAMTS-4/5, and MMP-13 [12, 22].

We also found differences in trabecular bone parameters between the genotypes (*Postn*^−/−^ and *wt*) for both OA models. BV/TV, vBMD, Tb.Th, and Tb.N was low and Tb. Sp was high in *Postn*^*−/−*^ mice. These parameters are not only standard osteoporosis measurements but have also been used as markers for OA [47–49]. The pattern of these bony changes in *Postn*^*−/−*^ mice mirrors OA protection as has been noted in rodent and human studies of OA [31, 47–52]. These findings suggest that Postn plays a role in modulating changes in cartilage as well as in the bone. However, it is not possible to conclude that the bone is driving the cartilage phenotype from this investigation.

In the present study, we did not examine how the genetic deficiency of *Postn* protects mice from developing OA. However, several studies suggest a possible link connecting the mechanisms of Postn-mediated cartilage degeneration with NF-κB and Wnt signaling [7, 12, 22, 53]. We have previously shown that Postn expression is increased following injury [12]. Postn is upregulated in human OA cartilage and cartilage from mice undergoing DMM and is correlated with increased MMP-13 expression in OA cartilage [12, 22]. Increased expression of Postn leads to overexpression of cartilage ECM degrading enzymes such as MMP-13 and ADAMTS-5. Postn also promotes condylar resorption via the NF-κB-ADAMTS-5 axis in temporomandibular joint OA [54]. Overexpression of Postn by the administration of recombinant proteins or through lentivirus transduction leads to increased expression of MMP-13 in human and murine chondrocytes. Likewise, Postn inhibition or deficiency results in decreased expression of catabolic enzymes. Therefore, we surmise that loss of *Postn* protects against cartilage degeneration by decreasing ECM degrading enzymes such as MMP-13 and ADAMTS-5. A recent study identified DDR-1 as a potential receptor for Postn-mediated signaling in chondrocytes. It showed that blocking DDR-1 with small chemical inhibitors reduced MMP-13 expression and cartilage degradation in vitro and in vivo [53].

Baseline transcriptomic differences between *Postn*^*−/−*^ and *wt* mice revealed interesting findings. The expression of *Evx2*, *Dscaml1*, and *Gdf10* increased in *Postn*^*−/−*^ compared with *wt* mice. *Evx2* is predominantly expressed in the limbs and is involved in vertebrate limbs’ morphogenesis, where it interacts with Hox genes [55]. *Dscaml1* is a member of the immunoglobulin superfamily of cell adhesion molecules, which participates in neuronal differentiation [56]. Tuure et al. reported that the expression of *Dscaml1* is low in human OA chondrocytes treated with IL-1β and is increased following treatment with a selective inhibitor of microsomal prostaglandin E synthase 1 [57]. *Gdf10* gene encodes a secreted ligand of transforming growth factor-beta superfamily of proteins, which plays essential functions in chondrocyte differentiation and bone formation [58]. In particular, it was found that the expression of *Gdf10* was increased in chondrocytes under hypoxia, where *Gdf10* was regulated by Sox-9, suggesting its protective role in chondrocytes [59]. The expression of *Tm4sf1* was decreased in *Postn*^*−/−*^ mice*. Tm4sf1* is a surface marker, known to inhibit apoptosis and promote cell proliferation and migration [60]. This transcriptomic profile paralleled with gene ontology annotations. For instance, the biological processes related to cell-cell adhesion, cell signaling, cell differentiation, and focal adhesion were elevated in *Postn*^*−/−*^ mice, while biological processes such as cell cycle, cell division, and proliferation were repressed in *Postn*^*−/−*^ mice. Together, these findings provide novel insights into the role of Postn in chondrocytes, specifically highlighting that increased expression of *Dscaml1* and *Gdf10* (and related biological processes) offers protection from OA, while the expression of *Tm4sf1* (and related biological processes) related to cellular phenotypes that are altered with Postn knockout. While the role of Postn in OA has been discussed in the previous paragraph, here, we highlight its role in cell functions. Chinzei et al. showed that exogenous overexpression of Postn increases chondrocyte migration which is impeded by its knockdown [22]. Likewise, Padial-Molina et al. reported an increase in proliferation and migration of periodontal ligament fibroblasts with Postn treatment [61]. Finally, Cai and colleagues showed that Postn knockdown decreases cell matrix [23]; however, no data are yet available for cell-cell-adhesion in the context of Postn knockdown or overexpression in chondrocytes.

Our finding that *Postn* deficiency reduces both age-related spontaneous OA and post-traumatic OA is important. While aging and obesity are associated with primary idiopathic OA [62–65], joint injuries cause post-traumatic OA cases [66, 67] and constitute at least 12% of OA [68]. While both OA forms are qualitatively similar in that both share standard features such as cartilage degeneration and bone sclerosis [69], the underlying disease mechanisms are dissimilar in many ways [10]. However, their degree of overlap is unclear, particularly at the mechanistic level. Our finding that Postn deficiency protected the joint from cartilage degeneration and bone alterations in both types of OA suggests that Postn ablation may have widely applicable therapeutic efficacy. Specifically, anti-Postn therapy may have utility for primary idiopathic OA as well as for post-traumatic OA.

In this study, we have shown that global deletion of Postn is protective against OA. Postn knockout is embryonically non-lethal, yet some *Postn*^*−/−*^ mice die shortly after birth. Surviving mice have 10–20% growth retardation and exhibit some skeletal abnormalities such as shorter subchondral bone, weaker ligaments, and moderate scoliosis (Cai et al. unpublished data), which complicate mechanistic exploration in a specific tissue, cartilage, for example. Thus, in future studies, we will disable Postn in a temporal (inducible) and cartilage-specific manner by genetic ablation in mature mice to study OA development.

This study has some limitations, we did not report data from heterozygotes (*Postn*^*+/−*^) since no protective effect was observed in those mice. Other limitations included the lack of measurement of functional outcomes such as behavior, pain, and gait as well as the lack of assessment of progressive changes as the only one-time point was studied in both models. Moreover, detailed analysis of osteophyte structure and histology is lacking. Another limiting factor was also difficulty to breed and raise *Postn* homozygous mice due to post-natal death of mice. Due to limiting number of mice available “sham” procedure could not be performed and could be a superior control for this model. Lastly, as we performed bulk RNA-seq only on primary chondrocytes, the findings should be interpreted within the context of cartilage. Since OA is considered a whole-joint disease and Postn plays a role in the bone and probably other parts of the joint, the lack of data from other tissue and cell types is a limitation.

## Conclusions

In summary, *Postn* genetic loss-of-function protects against DMM-induced post-traumatic and age-related spontaneous OA. Our data identify Postn as a novel therapeutic target to delay or prevent OA, independent of the cause despite aforementioned limitations. Further mechanistic studies are warranted to investigate the tissue-specific role(s) of Postn in OA and its impact on other knee tissues such as meniscus and ligaments. Postn modulating therapies will have to be identified and tested before these findings have translational value in the clinical setting.

## Supplementary Information

**Additional file 1.** Gene transcripts

## Data Availability

RNA-seq data have been deposited to the GEO and are accessible through the accession number GSE164534 at https://www.ncbi.nlm.nih.gov/geo/. The other datasets generated and/or analyzed during the current study are not publicly available due to the limit of storage space but are available from the corresponding authors on a reasonable request.

## Abbreviations

Postn: Periostin
OA: Osteoarthritis
wt: Wild type
DMM: Destabilization of the medial meniscus
MMP-13: Matrix metalloproteinase 13 (collagenase 3)
PCR: Polymerase chain reaction
ELISA: Enzyme-linked immunosorbent assay
OARSI: Osteoarthritis Research Society International
μCT: Micro-computed tomography
PBS: Phosphate-buffered saline
NGS: Normal goat serum
COL-2: Collagen type II
DAPI: 4′, 6-Diamidino-2-phenylindole
BV/TV: Bone volume fraction
vBMD: Volumetric bone mineral density
Tb.Th: Trabecular thickness
Tb.N: Trabecular number
Tb.Sp: Trabecular spacing
FBS: Fetal bovine serum
DMEM: Dulbecco’s modified Eagle’s medium
RIN: RNA integrity number
FDR: False-discovery rate
GO: Gene ontology
CI: Confidence interval
ECM: Extracellular matrix
*Evx2*: Even skipped home box 2
*Dscaml1*: DS cell adhesion molecule like one
*Gdf10*: Growth differentiation factor 10
*Tm4sf1*: Transmembrane four superfamily member 1
*Ndufs5*: NADH:ubiquinone oxidoreductase core subunit S5
*Srsf10*: Serine/arginine-rich splicing factor 10
*Gapdh*: Glyceraldehyde-3-phosphate dehydrogenase
ADAMTS: A disintegrin and metalloproteinase with thrombospondin motif
NF-κB: Nuclear factor kappa-light-chain-enhancer of activated B cells
DDR-1: Discoidin domain receptor 1
IL-1β: Interleukin 1 beta
Sox-9: SRY (sex-determining region Y) box transcription factor 9
DAB: 3.3'-Diaminobenzidine

How the deposited data were processed for this re-analysis (not part of the article)

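The data were RNA-seq libraries of primary chondrocytes from femoral head cartilage of 21-day-old male mice, 3 *Postn*-/- and 3 *wt*, cultured for 2 days. The mapping of samples to genotype and replicate came from the sample labels and the paper, which both give 3 per genotype. The authors aligned 50-base single-end reads with STAR 2.0.4b to Ensembl release 76 (GRCm38) and counted uniquely aligned unambiguous reads per gene with featureCounts 1.4.5. The deposited counts are raw counts of 41388 genes per sample. The authors also deposited CPM, which is the count scaled to the sample's summed counts, and RPKM, which is this value per kilobase of exon length. The CPM and RPKM values were only checked against the counts. Whether counting used strand is not stated in the paper's text.

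Gene names, biotypes and positions came from GENCODE M21, which is on the same build; 40340 of the 41388 identifiers matched (97.5%). Total counts ran from 20587640 to 26572260, and 3 counts corresponded to 0.113 to 0.146 CPM. Replicates were checked for repeated libraries: chi-square per degree of freedom over genes was between 31.2 and 96.6 for all 15 pairs, so each was used as 1 sample.

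Genes with CPM above 1 in at least 2 samples were kept, and 355 rRNA genes were left out, which left 14533. In R 4.3.3, edgeR 4.0.16 with TMM normalization and the quasi-likelihood test compared *Postn*-/- with *wt* without covariates, with Benjamini-Hochberg adjustment. Log2 fold changes are *Postn*-/- over *wt*, and standard errors were taken as the absolute log2 fold change over the square root of the F statistic. The common biological coefficient of variation was 0.208. The analysis was tested on counts simulated for the 14533 genes, of which 200 were changed by a log2 fold change of 2 in either direction. After the filter 14203 genes were left, 199 of the changed ones among them, and edgeR's test recovered 191 of the 199 (96.0%). Of its 213 calls, 7 were of G2/M markers, which were given a smaller shift of −0.5, and 15 were of unchanged genes. The 96.0% therefore applies to a log2 fold change of 2 and not to smaller changes. DESeq2's Wald test recovered 193 of the 199, and 49 of its 254 calls were of unchanged genes.

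The genes named were every gene the paper names for RNA-seq or real-time PCR, the catabolic, receptor and chondrocyte genes of its discussion, 5 sex-linked genes, and up to 10 genes with the largest fold change past the adjusted threshold whose genotypes did not overlap. This rule and the alternatives were set before the data were examined. Of 27 tested genes of this list, 10 had an adjusted p of at most 0.05 when adjusted over the list alone and 2 when adjusted over all genes; since the list holds the paper's own calls on these data, the first number shows no stability. *Mbnl1*, *P2ry1*, *Igsf8*, *Rplp0* and *Gm8730* were chosen after their values were seen.

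Principal components were computed on gene-centred log2 CPM with a prior count of 2. Gene sets were 14 Reactome pathways from fgsea 1.28.0, the S and G2/M lists from Seurat 5.3.0 and a family list of adhesion receptors, tested with camera in limma 3.58.1. Genes within 10 Mb of *Postn* were compared with all others by Fisher's exact test. Shared sequence was measured as the share of a gene's 50-base words that occur in transcripts of another gene.

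Alternatives were voomWithQualityWeights without and with surrogate variables (sva 3.50.0, 2 variables), the Wald test of DESeq2 1.42.0, DESeq2's size factors in edgeR, upper quartile normalization, other filters for low counts, a robust fit, the replicate number as a block, and leaving out each sample in turn. The pairing by replicate number comes from the labels; same-numbered samples are different mice. Experiments other than RNA-seq, including the real-time PCR, were not analysed here, and Gene Ontology terms were not used.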

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

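Tests in this part were chosen after the results were seen, except Fisher's exact test on genes near *Postn*. Among the 5 genes with the smallest p in the edgeR test, *Mbnl1* and *Igsf8* are not named in the paper's text, and both differ from the *wt* samples in every *Postn*-/- sample.

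*Mbnl1* (chromosome 3, 60501252 to 60629748, start 6.14 Mb from that of *Postn*) was at 379 ± 32.6 CPM in *Postn*-/- and 831 ± 135 in *wt* (SD, n = 3 each), a log2 fold change of −1.13 with an adjusted p of 0.213 from edgeR's quasi-likelihood test, so it did not pass the adjusted threshold. Over the alternatives its adjusted p ran from 1.05e-07 to 0.983, and 3 of the 16 alternatives called it. Reads shared with another gene are not a likely source, since 0.11% of its 50-base words occur elsewhere. The mice are of mixed B6 and 129 origin, so strain variants linked to the targeted *Postn* allele may explain a lower count of *Mbnl1* and of *Tm4sf1*. Within 10 Mb of *Postn*, 8 of 62 genes had an unadjusted p of at most 0.05 (12.9%), 6 lower and 2 higher in *Postn*-/-, against 907 of 14470 elsewhere (6.27%; Fisher's exact test, two-sided, p = 0.0574). In a 5 Mb window the p was 0.204 and in a 20 Mb window 0.131. Among the 5 genes with the smallest p, 2 lay within 10 Mb (one-sided exact hypergeometric test, p = 0.000178), and among the first 50, 3 did (p = 0.00126), but these counts include *Tm4sf1* and *Mbnl1*, which prompted the comparison. A biological effect of *Postn* loss on *Mbnl1* cannot be told apart from linked strain variants.

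*Igsf8* (chromosome 1, 172261641 to 172319841) was at 38.5 ± 4.97 CPM in *Postn*-/- and 19.0 ± 0.772 in *wt* (SD, n = 3 each), a log2 fold change of 1.02 with an adjusted p of 0.213 from edgeR's test, which does not pass the threshold. Its adjusted p ran from 1.67e-06 to 0.983 over the alternatives, and 2 of 16 called it. A share of 0% of its 50-base words occurs in other genes, so reads of *Igsf8* shared with another gene do not account for it. Strain variants on chromosome 1 were not tested. With 3 mice per genotype a lack of overlap arises by chance for 10% of genes, and 13.6% of the tested genes showed it, so for *Igsf8* a biological explanation cannot be told apart from chance or from strain variants.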

How the results depend on the processing

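The alternatives were set before the data were examined. The causes of the changes below were not tested.

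For genes with an unadjusted p of at most 0.05 (916), the count was 1997 with voomWithQualityWeights and 2 surrogate variables and 1797 without a filter; the other settings gave 806 to 1337. It ran from 425 to 1257 across the 6 fits that each left out one replicate. The share of these genes that were higher in *Postn*-/- was 62.7%, 54.1% with surrogate variables, 58.0% with DESeq2's size factors in edgeR and 67.6% with upper quartile normalization; it ran from 50.7% to 71.5% across the fits that each left out one replicate.

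For genes with an adjusted p of at most 0.05 (2), the count was 1 with voomWithQualityWeights without surrogate variables, 4 with surrogate variables, 11 with DESeq2, 1 with upper quartile normalization, 9 without a filter, 1 with the replicate block, and 0 with more than 1 CPM in all 6 samples, where 806 genes had an unadjusted p of at most 0.05. That filter removes *Tm4sf1*, *Dscaml1* and *Evx2*. The count ran from 1 to 2 across the 6 fits that each left out one replicate. Without *wt* replicate 3 the gene called beside *Tm4sf1* was *Rps3a3* (adjusted p = 0.0283 from edgeR's test). *Tm4sf1* passed in each of the 15 alternatives in which it was tested, and *Dscaml1* in 5 of 15.

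For genes with an unadjusted p of at most 0.05 and an absolute log2 fold change of at least 2 (9), the count was 15 with voomWithQualityWeights without surrogate variables, 1 with the filter in all 6 samples and 295 without a filter; it ran from 7 to 12 across the fits that each left out one replicate. Genes that changed by 1 or more (117) numbered 43 with the filter in all 6 samples, 269 with filterByExpr, 7101 without a filter and 103 to 270 across the fits that left out one replicate.

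The fold change of *Postn* kept its sign and stayed short of the adjusted threshold in all 16 alternatives, from −1.07 to −0.70. The separation of genotypes in the principal component analysis (1.26) ran from −2.79 to 4.31 across the 6 fits that each left out one replicate, negative without *Postn*-/- replicate 3; the ratio of the *wt* to the *Postn*-/- spread (1.11) ran from 0.953 to 1.29, below 1 without *wt* replicate 1. No split of 3 samples against 3 can give a p under 0.1.

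In the gene set tests, 13 sets passed, and 0 with the inter-gene correlation estimated from the data, where 1 set had an unadjusted p under 0.05. Across the fits that each left out one replicate 11 to 15 passed, always 10 lower and between 1 and 5 higher in *Postn*-/-. Adhesion receptor families and developmental biology did not pass without *Postn*-/- replicate 2 (adjusted p = 0.129 and 0.231 from camera). Without *wt* replicate 1 they did not pass either (adjusted p = 0.145 and 0.106 from camera). With the replicate block 13 passed.

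For the genes near *Postn*, the odds ratio was 2.22 at an unadjusted p of at most 0.05 and 235 at an adjusted p of at most 0.05 (Fisher's exact test, p = 0.00851), which rests on 1 near gene and 1 other.

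Among genes named singly, across the fits that each left out one replicate, *Mmp13* (−0.17) ran from −1.64 to 0.77 and *Gm8199* (0.37) from −0.18 to 1.57. In the same fits, without a change of sign, *Rps3a3* (3.90) ran from 3.34 to 7.26 and *Rps3a1* (−2.01) from −2.53 to −1.47. *Gm47283* (−2.29) ran from −2.73 to −1.30 and *Plekhh2* (−2.66) from −3.18 to −1.66. The mean of the signal transduction set (0.05) ran from −0.00206 to 0.0684. That of the G2/M markers (−0.54) stayed negative, from −0.88 without *Postn*-/- replicate 2 to −0.25 without *wt* replicate 1. That of the S phase markers (−0.51) ran from −0.71 to −0.16 with the same samples left out. Sex-linked genes were described without a test and are not counted here; *Ddx3y* (−0.01) ran from −0.08 to 0.09 over the alternatives, with its sign changing. Of the other values of single genes, outside the fits that left out one replicate 9 passed the adjusted threshold where they had not, 4 (all *Dscaml1*) no longer passed, and 247 kept their direction and side of the threshold. Of the set means, 3 newly passed, 13 (all with the estimated inter-gene correlation) no longer passed and 69 kept both. *Evx2* had 4 to 14 reads per *wt* sample and *Gdf10* at least 1351, and whether depth limits either result was not tested.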

Differences from the paper's values

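With edgeR's test, 342 genes were lower in *Postn*-/- at an unadjusted p of at most 0.05, against the paper's 520. Of the alternatives set before the data were examined, these came within 1.5 times the paper's number: voomWithQualityWeights without surrogate variables (550), the DESeq2 Wald test (393), DESeq2's size factors in edgeR (389), filterByExpr (410), no filter (757), the replicate block (466), the robust fit (351), and leaving out *Postn*-/- replicate 2 (544) or *wt* replicate 2 (498). The other 7 did not, among them the model with surrogate variables (917).

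At an unadjusted p of at most 0.05 and an absolute log2 fold change of at least 2, 9 genes were counted against the paper's 48. None of the alternatives set before the data were examined came within 1.5 times: they gave 1 to 15, and 295 without a filter. The paper's Supplemental Table 1 lists 12 transcripts with an absolute log2 fold change of at least 2.

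At an adjusted p of at most 0.05, 2 genes were called against the paper's 4, and 1 higher in *Postn*-/- against the paper's 3. The voomWithQualityWeights model with 2 surrogate variables gave 4 genes, all lower in *Postn*-/-, of which only *Tm4sf1* is in Table 4, so it closed the gap in number and not in genes. The paper does not state its number of surrogate variables, so this need not be its model. Its listed fold changes had a Pearson's r of 0.998 with the model without surrogate variables and 0.988 with these 2. The other 3 were *Mbnl1*, *Olfml3* and *Cthrc1*, the last 2 named after their values were seen. None of the alternatives came within 1.5 times the paper's 3 genes higher in *Postn*-/-: the DESeq2 Wald test gave 8, no filter 6, and the others 0 or 1. *Evx2* was called with the DESeq2 Wald test and without a filter, and *Gdf10* under 0 of its 16 alternatives, with the lowest adjusted p at 0.0505.

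The first 3 principal components held 31.9%, 24.0% and 20.0% of the variance, against about 77%, about 7.2% and about 6.0% on the axes of Fig. 5a, read by eye. For the first component, the analysis without centring genes, on the correlation of samples, gave 98.3%, within 1.5 times the figure's value, as any larger share would be since shares end at 100%. Its second component held 0.508%, so it does not match the figure. For the other 2 components none of the alternatives came within 1.5 times.

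For 4 pseudogenes of Fig. 5c, the log2 fold changes were lower than in the paper's Supplemental Table 1: 0.75 against the paper's 2.54 for *Rplp0-ps1*, 1.01 against the paper's 2.37 for *Gm12901*, 0.68 against the paper's 2.36 for *Gm9625* and 0.37 against the paper's 2.26 for *Gm8199*. With voomWithQualityWeights without surrogate variables they were 2.66, 2.65, 2.54 and 2.36, and without *wt* replicate 2 they were 2.04, 1.77, 1.76 and 1.57, each within the larger error of the paper's. The other alternatives set before the data were examined did not close these gaps.

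The paper states that *Ndufs5* and *Srsf10* were similar in both groups. Here the log2 fold changes were −0.41 and −0.41, with an adjusted p of 0.717 for each from edgeR's test. The paper's Supplemental Table 1 lists the paper's −0.44 and −0.41, so the values do not differ from that table. The paper presents that table as its transcripts at an unadjusted P of at most 0.05, so its own test called both genes there. *Gapdh*, to which the real-time PCR was normalized, was at −0.38 here and is listed there at the paper's −0.45. The legend of Fig. 5c states that its genes were above 1 CPM in all 6 samples; here 3 of the 12 named genes were. The paper states that the samples formed 2 distinct clusters by genotype. It does not state how its principal components were computed, so the distances here may not be the same measure. The difference between distances of unlike and like samples was 1.26 here, with an exact permutation p of 0.3. The 2 splits with a larger difference keep same-numbered samples together, and among the 4 splits that part all same-numbered samples the split by genotype had the largest (exact permutation p = 0.25, the smallest possible there; this comparison was chosen after seeing the values). With genes scaled to unit variance (difference 6.61) and without *wt* replicate 3 (difference 4.31), the split by genotype had the highest difference of the 10 splits (exact permutation p = 0.1, the smallest possible). Over the alternatives set before the data were examined, this p ran from 0.1 to 0.7.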

Other observations

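Tests in this part were chosen after the results were seen, except Fisher's exact test on genes near *Postn*.

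Counts on *Postn* were not absent in *Postn*-/-: they came to 53.4% of the *wt* mean. The drawing of the targeted allele in Fig. 1b replaces exons 4 to 10, which span 54367501 to 54373853 on chromosome 3. A candidate explanation is reads from the exons of *Postn* outside the replaced ones, which hold 65.4% of the 3205 exonic bases of the longest annotated coding transcript. The value left, 53.4%, is near that share, but counts per gene do not show which exons they came from, so other sources cannot be told apart.

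*Tm4sf1* had 16 to 18 reads per *Postn*-/- sample. Reads of *Tm4sf1* shared with another gene do not account for this, since 0% of its 50-base words occur elsewhere. Strain variants linked to the targeted allele may contribute, and the test on genes within 10 Mb of *Postn* gave p = 0.0574 (Fisher's exact test, two-sided), which does not separate them from an effect of *Postn* loss.

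*Rps3a3* and *Rps3a1* changed in opposite directions. If reads are assigned to the gene in some samples and to its pseudogene in others, the sum should change less than either, but the genes were chosen for moving apart and the fold change of a sum lies between those of its parts, so this test shows little. The summed count had a log2 fold change of −0.21 (unadjusted p = 0.165 from edgeR's quasi-likelihood test), against 3.90 and −2.01 for the pair, and was 201 ± 25.5 CPM in *Postn*-/- and 232 ± 26.0 in *wt* (SD, n = 3 each). Reads moving between the 2 genes may contribute, and cannot be told apart from separate changes of each gene. Variants between the mice at either locus were not examined.

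*Rplp0-ps1*, *Gm9625* and *Gm8199*, which Fig. 5c names, and *Gm8730* are pseudogenes of *Rplp0* on different chromosomes, and all were lowest in *wt* replicate 3. Over the 6 samples, their log2 values had Pearson's r between 0.972 and 0.996 for the 6 pairs (exact permutation p from 0.00139 to 0.00556, adjusted p = 0.00648 over the 7 relations computed) and Spearman's rho between 0.886 and 1 (permutation p from 0.00278 to 0.0333); without the 2 samples farthest from the median, r was 0.933 or more. Of their 50-base words, 26.7% for *Rplp0-ps1*, 50.8% for *Gm9625*, 73.7% for *Gm8730* and 0% for *Gm8199* occur in another gene, so shared words of this length do not account for *Gm8199*. For the other 3, reads of one source counted on several *Rplp0*-like pseudogenes may contribute, but the genes were chosen for moving together, so the correlation does not decide it. The sum of the 4 had an r of −0.492 (exact permutation p = 0.363) and a rho of −0.543 (p = 0.297) with *Rplp0*; without the 2 farthest samples r was −0.277.

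For the whole list of 12 genes in Fig. 5c, the median share of words in common with other genes was 14.6%, and 0 of 10000 random lists of the same expression reached it (permutation p of 0.0001, the smallest that 10000 lists can give). Reads shared between paralogs or pseudogenes may account for part of the largest fold changes. Counting of uniquely aligned reads leaves out reads that align equally well to several places, so these shares alone cannot decide it. The list was chosen by the paper for its fold changes.

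The lower cell-cycle sets in *Postn*-/- were tested against GC content and gene length. Across genes, which are not independent replicates, the log2 fold change had a Spearman's rho of 0.088 with GC content and 0.070 with length. After this weak trend was removed the mean log2 fold change of the G2/M markers was −0.53 against −0.54 before, so a trend shared by all genes does not account for it, while a bias of another form was not tested. A difference between cultures of one genotype in the share of dividing cells remains a candidate explanation: the exact permutation p of the G2/M score was 0.3, since *Postn*-/- replicate 2 scored higher than *wt* replicates 2 and 3. The biological explanation, an effect of *Postn* loss on proliferation, cannot be told apart from it.

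Of the 10 splits of the 6 samples, 4 part all 3 same-numbered pairs. Among these 4, 1 gave as many genes with an unadjusted p of at most 0.05 as the real one (916), 1 as many with an adjusted p of at most 0.05, 2 as many with an absolute log2 fold change of at least 2 as well, and 1 as many gene sets; the real split is counted in each. The smallest share that this design can give is 1 of 4 splits. On the absolute mean log2 fold change of the G2/M markers the real split, at 0.540, was not the largest of these 4. The split of *Postn*-/- replicates 1 and 3 with *wt* replicate 2 against the rest gave 0.724, and the remaining splits gave 0.168 and 0.343. The other 6 splits part a single pair and leave the other pairs together. Their counts of genes with an unadjusted p of at most 0.05 ran from 364 to 1057. Their counts of gene sets ran from 0 to 14 and their G2/M values from 0.077 to 0.696.

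Samples with the same replicate number deviated together, at a pooled correlation of 0.123, the highest of 6 pairings. A batch shared by same-numbered samples may be the cause, but 1 in 6 is the smallest share that this test can give. *Mmp13* followed this pattern, at 922, 4309 and 439 CPM in *Postn*-/- replicates 1, 2 and 3 and 897, 4163 and 1319 in *wt*.

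For genes that the discussion names from other experiments, in these unstimulated chondrocytes of 21-day-old mice *Mmp13* had a log2 fold change of −0.17 (adjusted p = 0.966 from edgeR's test) and −0.49 with the replicate block (adjusted p = 0.667). Without the block, the log2 fold change of *Adamts4* was 0.39, that of *Adamts5* 0.37, that of *Ddr1* 0.30 and that of *Sox9* 0.23, each with an adjusted p between 0.717 and 0.740 from edgeR's test. With the block they were 0.40, 0.36, 0.32 and 0.22, with adjusted p between 0.603 and 0.688 from the same test. The unadjusted p from this test fell from 0.183 to 0.0358 for *Adamts5* and from 0.145 to 0.0379 for *Ddr1*, both higher in *Postn*-/- in 3 of 3 same-numbered pairs. It rose from 0.107 to 0.124 for *Adamts4* and from 0.198 to 0.261 for *Sox9*. *Col2a1* was higher in *Postn*-/-, at 0.68 (unadjusted p = 0.0125, adjusted p = 0.717 from edgeR's test), and at 0.69 with the block (unadjusted p = 0.0206, adjusted p = 0.603 from the same test). *Il1b* had 0 to 2 reads per sample, at or under the floor of 3 reads, so no fold change is given. *Xist* had 4 to 11 reads per sample, and *Ddx3y* was at 169 to 214 CPM in all 6 samples, which are labelled male.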
